# “The usual suspects”- analysis of transcriptome sequences reveals deviating B gene activity in *C. vulgaris* bud bloomers

**DOI:** 10.1186/s12870-014-0407-z

**Published:** 2015-01-21

**Authors:** Anne Behrend, Thomas Borchert, Annette Hohe

**Keywords:** 454 sequencing, Bud flowering, Floral organ identity, Heather, Homeotic mutant, Real-time PCR, Transcriptome, Transcription factor

## Abstract

**Background:**

The production of heather (*Calluna vulgaris*) in Germany is highly dependent on cultivars with mutated flower morphology, the so-called diplocalyx bud bloomers. So far, this unique flower type of *C. vulgaris* has not been reported in any other plant species. The flowers are characterised by an extremely extended flower attractiveness, since the flower buds remain closed throughout the complete flowering season. The flowers of *C. vulgaris* bud bloomers are male sterile, because the stamens are absent. Furthermore, petals are converted into sepals. Therefore the diplocalyx bud bloomer flowers consist of two whorls of sepals directly followed by the gynoecium.

**Results:**

A broad comparison was undertaken to identify genes differentially expressed in the bud flowering phenotype and in the wild type of *C. vulgaris*. Transcriptome sequence reads were generated using 454 sequencing of two flower type specific cDNA libraries. In total, 360,000 sequence reads were obtained, assembled to 12,200 contigs, functionally mapped, and annotated. Transcript abundances were compared and 365 differentially expressed genes detected. Among these differentially expressed genes, *Calluna vulgaris PISTILLATA* (*CvPI*) which is the orthologue of the *Arabidopsis* B gene *PISTILLATA (PI)* was considered as the most promising candidate gene. Quantitative Reverse Transcription Polymerase Chain Reaction (qRT PCR) was performed to analyse the gene expression levels of two *C. vulgaris* B genes *CvPI* and *Calluna vulgaris APETALA 3* (*CvAP3*) in both flower types. *CvAP3* which is the orthologue of the Arabidopsis B gene *APETALA 3* (*AP3*) turned out to be ectopically expressed in sepals of wild type and bud bloomer flowers. *CvPI* expression was proven to be reduced in the bud blooming flowers.

**Conclusions:**

Differential expression patterns of the B-class genes *CvAP3* and *CvPI* were identified to cause the characteristic morphology of *C. vulgaris* flowers leading to the following hypotheses: ectopic expression of *CvAP3* is a convincing explanation for the formation of a completely petaloid perianth in both flower types. In *C. vulgaris, CvPI* is essential for determination of petal and stamen identity. The characteristic transition of petals into sepals potentially depends on the observed deficiency of *CvPI* and *CvAP3* expression in bud blooming flowers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-014-0407-z) contains supplementary material, which is available to authorized users.

## Background

*Calluna vulgaris* (Ericaceae) is an important ornamental crop for autumn planting in Northern Europe. The demand for *C. vulgaris* has constantly been increasing during the last years because of the longevity of a special mutant in flower morphology, the so-called bud bloomers. Today, 80% of all protected varieties of *C. vulgaris* in Germany are bud bloomers [1] and make *C. vulgaris* one of the top selling landscaping plants in Germany [2]. The bud bloomers show an unique flower architecture with combination of unopened flowers and absence of any organ development in whorl III: the perianth of bud bloomers remains closed during the whole flowering period, stamens are missing and petals are converted into sepals [3]. Bud blooming individuals were found in natural populations in 1936 and 1948 in Great Britain as well as in 1970 in the Netherlands [4] and were introduced as commercial varieties. Due to the shielding from cross-pollination by closed perianth organs and the impossibility of self-pollination due to the loss of stamens and the presence of a second whorl of robust sepals instead of softer petals, the flower buds of bud bloomers display a prolonged flower attractiveness compared to other flower types of *C. vulgaris*. The extended longevity of flowers is a highly desired trait promoting the bud bloomers’ economic success compared to varieties with wild type or filled flowers. An attractive flower morphology is one of the major selection targets in ornamental breeding.

Within the bud bloomers two different types are found: the diplocalyx type and polystyla type [1,5] (Figure 1B and C). The diplocalyx type is by far dominating the market. The inheritance of the bud flowering diplocalyx type was found to be monogenic-recessive [6]. It is characterized by a closed perianth during the whole flowering period, stamens are completely missing and petals are converted to sepals. Hence, in the diplocalyx bud bloomer type, the two whorls of sepals are directly following the gynoecium. In floral development of this flower type, stamen primordia are detectable but stamens are not formed at all [3]. The floral formula of this type is Ca4+4Co0A0G(4) (Figure 1B, Ca: calyx; Co: corolla; A: androecium; G; gynoecium) [3], whereas the flower formula of the mature wild type (Figure 1A) is Ca4Co(4)A8G(4) [3]. In the polystyla bud blooming flower type the perianth remains closed and petals are converted to sepals as in the diplocalyx type, but organs in floral whorl III are formed and show carpel character (Figure 1C). The according floral formula is Ca4+4Co0G8G(4).

**Figure 1:**
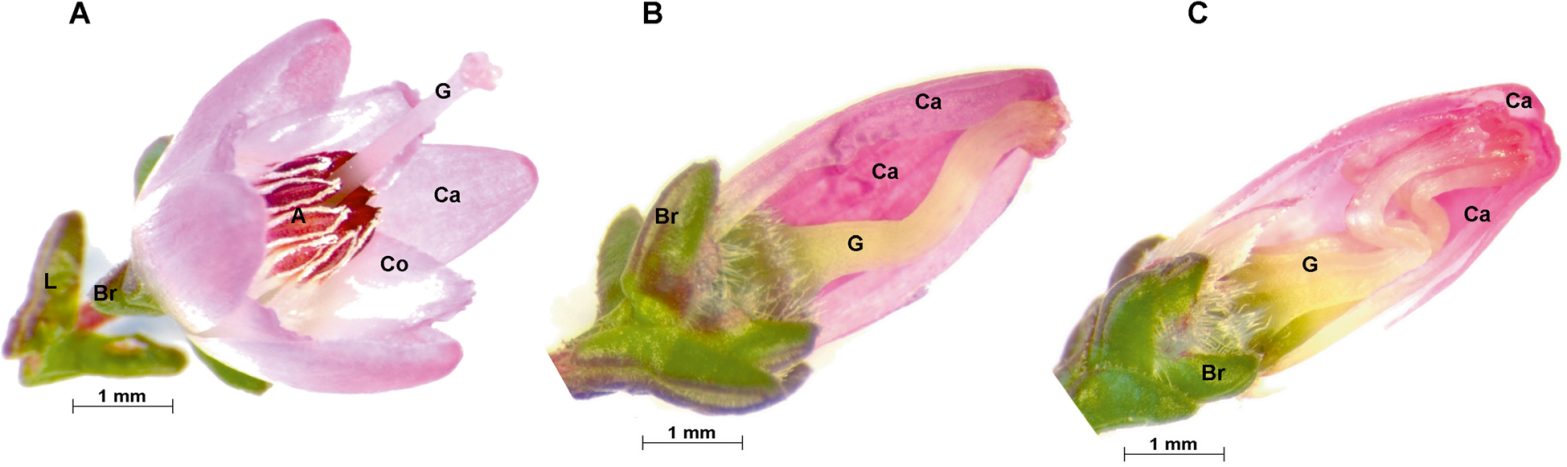
***C. vulgaris*** **flower types.** Flowers of *C. vulgaris*, **A** - wild type flower with leaves (L), flower organs to the centre: bracts (Br), sepals (Ca: calyx), petals (Co: corolla), stamens (A: androecium), and carpels (G: gynoecium), **B** - bud bloomer’s flower, diplocalyx type, flower organs to the centre: bracts (Br), sepals (Ca), sepals (Ca), and carpels (G), **C** - bud bloomer’s flower, polystyla type, cultivar ‘David Eason’, flower organs to the centre: bracts (Br), sepals (Ca), sepals (Ca), carpeloid stamens (G), carpels (G).

The genetics of different flower architectures can be explained by the ABC model of floral organ identity and its variants. It describes the interaction of the homeotic transcription factors in determination of floral organ identity [7-9]. In the classical ABC model, the expression of A genes is responsible for development of sepals in whorl I, activity of B genes in combination with C genes is necessary to determine organ identity of stamens in whorl III. B gene together with A gene function induces the formation of petals in whorl II. Finally, C gene expression on its own defines carpels. Since B genes in combination with A und C are responsible for the determination of organs in whorl II and III, and these organs are affected in both bud bloomer mutants, a deficiency in B gene function is the most convincing hypothesis for formation of the bud flowering phenotype in *C. vulgaris*. Accordingly, the polystyla bud blooming type corresponds perfectly to the phenotype of a classical B gene mutant as described in *Arabidopsis thaliana* (thale cress) [10], *Antirrhinum majus* (snapdragon) [11,12], and several other plant species [13-25]*.* The closed perianth in bud bloomers is probably the result of petal loss, as studies in *Arabidopsis* B gene mutants show [26].

In first gene expression analyses, Borchert et al. (2009) [3] already found a reduced expression of the B gene *CvAP3* in floral organs of whorl II in three diplocalyx bud flowering cultivars indicating the presence of a second whorl of sepals instead of petals which is expected according to the model. On the other hand, the formation of petaloid sepals in all flower types of *C. vulgaris* points to an ectopic expression of B genes in whorl I, resulting in conflicting hypotheses with regard to the genetics of the diplocalyx bud flower type.

Therefore, the aim of the current study was to compare the transcriptome of the wild type (wt) and the diplocalyx bud bloomer flowers (bud) of *C. vulgaris* and to deduce a hypothesis for the genetic basis of the diplocalyx bud bloomer flower architecture.

## Results

### 454 sequencing and assembly

For transcriptome comparison, the bud blooming cultivar ‘Maria’ (bud) and its wild type flowering descendent F1 (wt), resulting from a cross between ‘Maria’ and ‘Boskoop’ , have been selected in order to keep the genetic difference not depending on the flower type as low as possible. Two cDNA libraries were constructed from mRNA of young flower buds of both genotypes. 

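‘Maria’ is a diplocalyx bud bloomer of common heather, in which stamens are missing and petals are converted to sepals, and F1 is its offspring with open wild type flowers. Young flowers of each genotype gave 1 cDNA library, so that all comparisons of read numbers rest on 1 library per flower type and have no replicates. A test on these reads compares the 2 libraries, not the flower types. cDNA synthesis started from an oligo(dT) primer, so the reads came from the 3’ ends of transcripts, and the cDNA was amplified by PCR before pyrosequencing. The authors removed plastid, mitochondrial, rRNA and endophyte sequences, assembled the reads of both libraries into the backbone contigs, mapped the reads of each library back to these contigs and counted them. Their deposited table holds the read count of each contig in each library, the same counts per 10000 reads and a p-value from IDEG6. After 3 repeated entries were removed, the counts over its 12058 contigs summed to 193454 for the bud library and 157245 for the wt library. Together these are 350699, more than the 246775 reads that the paper gives in contigs of the backbone. Whether some reads were counted on more than 1 contig was not tested. The median contig had 7 reads in the bud library and 6 in the wt library, and the 10 contigs with the most reads took 4.005% of the bud reads and 7.04% of the wt reads. Read shares are given per 10000 reads of a library. The deposited table names its columns only as library 1 and library 2. Library 1 was taken as bud, because all 9 contigs of Additional file 3 hold their bud and wt read numbers in this order, and none in the opposite order. Additional file 2 heads library 1 as wt and library 2 as bud. With the libraries taken in that order, each direction given for a contig is reversed. Annotations were taken by contig number from Additional file 2, which lists 195 contigs that the study chose on these libraries. The read numbers printed there equal those of the same contig in the authors' deposited table for 2 of the 195 contigs, so only its contig numbers and annotations were used. For the 9 contigs of Additional file 3, the annotation there and that of the same contig number in Additional file 2 name the same protein. For the other contigs the link of annotation and contig number was not checked, so that each count by annotation rests on it. The exact Audic-Claverie test was computed from the counts, two-sided and conditional on the bud library, with Bonferroni correction over the 11900 contigs with more than 2 reads in both libraries together. A contig counted as differentially expressed at an adjusted p under 0.01, the threshold of the paper. Where a library had 0 reads of a contig, 3 reads were put in their place and the fold is given as at least that value, which leaves out the counting error of the other library. Intervals are exact 95% intervals and cover counting error only. The test and the intervals take the reads as independent and each counted once.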

Flowers included bracts, sepals, petals, stamens (from wt only), and carpels. The generated cDNA had a size of approximately 500–650 base pairs (bp). Libraries were tagged, combined and sequenced using the 454 sequencing technique (vertis Biotechnologie AG, Freising). A summary of sequencing and assembly results is given in Table 1. Overall, a total of 357,663 reads were generated with a total yield of ~ 110 Million nucleotides (Mnt). The average read length was 307 nt. Sequences shorter than 50 nt were not used in the assembly. The assembly of all reads resulted in 12,238 contigs (Table 1). Contig length was Gaussian distributed with a clear maximum around 500 nt (Figure 2). The separate assembly of the bud bloomer library resulted in 7,504 contigs, whereas the wild type library yielded 6,561 contigs after read assembly (Table 1). Singletons were excluded from further analysis since singletons are single reads without any significant overlaps with any other read. Therefore, it was considered as dubious to conclude differential gene expression from a single read. 4,352 common contigs were found in the wt library and the bud library.

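Of the 12058 backbone contigs, 10924 (90.6%) had reads from both libraries, 577 had reads from the bud library only and 557 from the wt library only. Most of the contigs found in 1 library had few reads. Among the 8018 contigs with at least 10 reads, 7653 had reads from both libraries, 161 from the bud library only and 204 from the wt library only. A contig with 0 reads in the bud library can have a share of up to 0.155 per 10000 there, and one with 0 reads in the wt library of up to 0.191 per 10000, so that absence from a library was not detectable for contigs of low abundance. These numbers count reads mapped to the common backbone, not contigs shared by the separate assemblies of the libraries.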

**Table 1:** **Overview on 454 data**

**Assembly**	**Backbone**	**wt**	**Bud**
Assembled reads	278734	107013	145698
Total read number in contigs	246775	77220	118309
Number contigs	12238	6561	7504
Average length contigs (nt)	429	425	432
Number isotigs	11128	6070	6984
Average length isotigs (nt)	599	477	482
Number singeltons	30310	28991	26586
Average length singeltons (nt)	308	309	308

**Figure 2:**
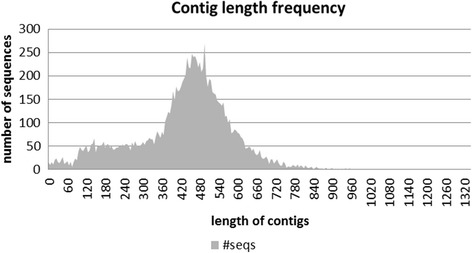
**Contig length.** Distribution of contig lengths after assembly of all 454 sequences reads.

### Annotation of sequences

For annotation, contig sequences were compared to known sequences in publicly available databases. Blast2go [27] was used for blasting, mapping, and annotating the contigs by comparing the assembled sequences to the non-redundant protein (nr) data base of the National Centre for Biotechnology Information (NCBI) (Table 2). From the assembly of all reads (backbone), 63.8% of the contigs shared significant homology with known proteins. 67.7% of the contigs from the bud library and 67.6% of the contigs from the wt library, respectively, showed significant homology to proteins from the database. In all assemblies, around 5.6% of the contigs displayed homology to unknown/hypothetical proteins. Most BLAST hits were obtained from *Vitis vinifera* (grape), followed by *Glycine max* (soybean), *Populus trichocarpa* (black cotton wood), *Arabidopsis thaliana* (thale cress), and *Cucumis sativus* (cucumber). *Vitis vinifera* is the closest phylogenetic relative of *C. vulgaris* with a completely sequenced genome available. The amount of BLAST hits is correlated to the amount of available sequence information. Therefore, closer relatives of *C. vulgaris* like *Camellia sinensis* (tea), *Actinidia chinensis* (yellow kiwi fruit), or *Actinidia deliciosa* (green kiwi fruit) delivered BLAST Top-Hits (Additional file 1), but were outnumbered by fully sequenced organisms.

**Table 2:** **Number of contigs in each library during processing in blast2go**

**Status**	**Backbone**	**wt**	**Bud**
Without BLAST hit	4431	2125	2426
With BLAST result	667	356	388
With mapping result	864	448	492
Annotated sequences	6276	3632	4198
Total number	12238	6561	7504

### Differential gene expression

The primary goal of the transcriptome study was to identify differentially expressed genes in both flower types and to obtain sequence information of *C. vulgaris* for later identification and validation of possible candidate genes. Flower type specific read numbers per contig were obtained by mapping the flower type library reads to the backbone assembly. Subsequently the transcript abundances in both libraries were compared. To discover genes uniquely or preferentially expressed in one of the flower type specific libraries, Audic Claverie statistics [28] via the web tool IDEG6 [29] was used. 365 contigs were found to be statistically significant differentially expressed comparing the bud flowering and the wild type phenotype (Additional file 2). 

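The highest read numbers of the wt library belonged to contig00092 and contig00093, which have no annotation, followed by contig00090, a lipid transfer protein. Lipid transfer proteins are small secreted proteins that are abundant at the plant surface. Contig00090 had 2121 reads in the wt library (135 per 10000) and 281 in the bud library (14.5 per 10000), which is 9.29 times more in wt (95% interval 8.20 to 10.55). In the bud library, a UDP-glucose:flavonoid 3-O-glucosyltransferase, an enzyme that glycosylates flavonoids such as anthocyanidins, had the highest read number with 1259. By the Audic-Claverie test, 344 of the 11900 contigs tested were differentially expressed, 168 with a higher share in the bud library and 176 with a higher share in the wt library. Where both libraries had reads, the median difference was 3.24-fold for the 117 contigs higher in bud and 6.26-fold for the 89 contigs higher in wt. With Benjamini-Hochberg adjustment 888 contigs were below 0.01. Table 1 gives the reads of each library in its separate assembly, not the reads mapped to the backbone. With its reads in contigs as library totals, 100 contigs were higher in bud and 246 higher in wt, a share of 28.9% higher in bud against 48.8%. The spread between plants of a flower type could not be measured with 1 library each: when a coefficient of variation of 0.2 or 0.4 between plants was assumed in edgeR's exact test with TMM library sizes, 139 and 30 contigs were left, and 142 and 30 with the sums of the counts as library sizes, a setting chosen after the data were seen.

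**Figure D1:**
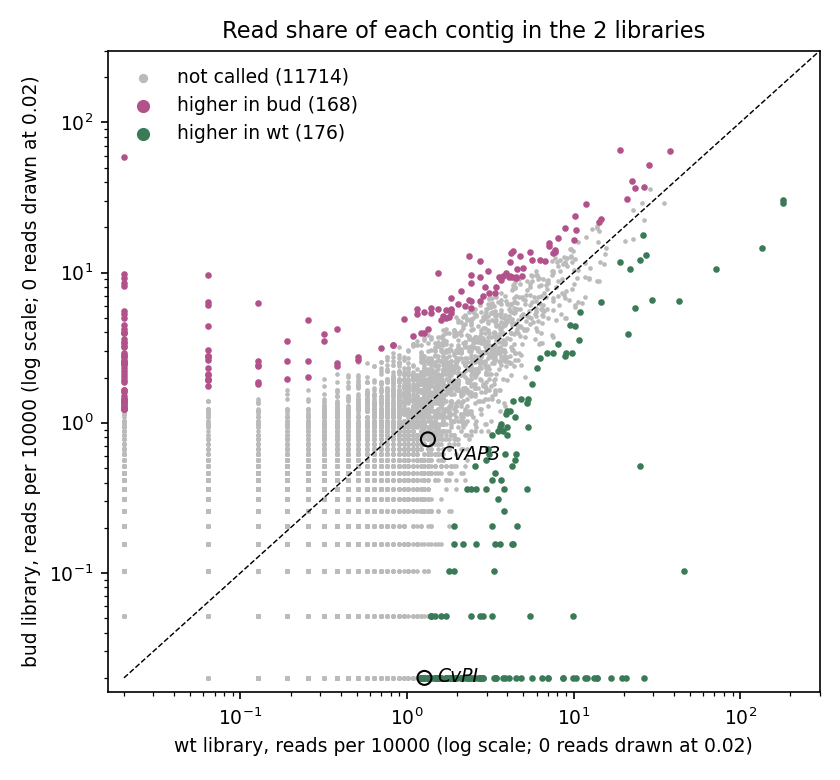
Reads per 10000 reads of the wt library (x axis) and of the bud library (y axis) for each of the 12058 contigs, both on log scales, with 0 reads drawn at 0.02. The 168 contigs higher in bud lie above the dashed line of equal shares and the 176 contigs higher in wt below it; CvPI lies at 0 reads in bud and CvAP3 near the line.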

178 contigs were found to be preferentially expressed in the bud bloomer and 88 of these were found exclusively in the bud flowering phenotype. 

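The flavonoid 3-O-glucosyltransferase (contig03176) had 65.1 reads per 10000 in bud and 19.0 in wt, a ratio of 3.42 (95% interval 3.02 to 3.90, adjusted p = 1.59e-96 from the exact Audic-Claverie test). A cell wall protein (contig03058, 64.1 against 37.8 per 10000) and an MLP-like protein (contig03302, 51.7 against 28.3 per 10000) were also abundant, with ratios of 1.70 and 1.83. An acyl carrier protein (contig00650), which carries the growing chain in fatty acid synthesis, was 3.23 times higher and a pop3-like protein (contig03679) 6.47 times higher. A GDSL esterase lipase (contig00151) had 164 reads in bud and 0 in wt. It was at least 44.4-fold higher at the floor of 3 reads, and at least 35.7-fold by the exact 95% interval. Subunit 9 of the cytochrome b-c1 complex (contig01652) had 85 reads in bud and 1 in wt, a ratio of 69.1 with a counting interval of 12.1 to 2761. Of the 168 contigs higher in bud, 98 were annotated in Additional file 2 and 51 had no read in the wt library. Of these 51 contigs, 17 were annotated. Both annotated contigs of pollen and tapetum were higher in bud, although stamens were present in the wt flowers only. Their calls when adjusted over the list alone follow from those over all contigs and are not independent evidence. A pollen-specific protein c13-like (contig01586) had 67 reads in bud and 0 in wt, at least 18.2-fold higher at the floor and at least 14.4-fold by the exact interval. A TAP1 precursor-like protein (contig03435) had 381 and 140 reads, a ratio of 2.21 (1.82 to 2.70). With an assumed coefficient of variation of 0.2 between plants, the calls of contig03176, contig03058, contig03302, contig00650 and contig03435 ended.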

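A dehydrin (contig00281), one of the hydrophilic proteins that accumulate when cells lose water, had 416 reads in wt and 0 in bud (adjusted p = 2.88e-141 from the exact Audic-Claverie test). It was at least 171-fold higher in wt at the floor of 3 reads, and at least 138-fold by the exact 95% interval. An early dehydration inducible protein (contig08852) had 42.7 reads per 10000 in wt and 6.51 in bud, a ratio of 6.56 (95% interval 5.42 to 8.00). A low temperature induced-like protein (contig03588) had 86 reads in wt and 1 in bud, a ratio of 106 with a counting interval of 18.5 to 4227. An osmotin-like protein precursor (contig00325) was found with 306 reads in wt and 0 in bud, at least 125.5-fold higher at the floor and at least 101-fold by the exact interval. The neighbouring osmotin-like contig00324, named here after its values were seen, had 28 reads in bud and 0 in wt. Histone H3 (contig00573) had 89 reads in wt and 0 in bud and histone H1 (contig02163) had 68 and 3. A polyubiquitin-like protein (contig01698) was 2.07 times higher in wt (1.77 to 2.43), and an AWPM-19-like family protein (contig03361) had 83 reads in wt and 7 in bud. The call of contig01698 ended when a coefficient of variation of 0.2 between plants was assumed. Of the 176 contigs higher in wt, 77 were annotated and 87 had no read in the bud library, of which 31 were annotated. The fewest reads of a differentially expressed contig were 19 for those found in the wt library only and 24 for those found in the bud library only.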

In the wild type, 187 contigs were preferentially expressed and 50 were found to be present only in this flower type. Sequences with significant similarities to annotated proteins in NCBI were assigned to the Gene Ontology (GO) categories biological process, molecular function, and cellular component (Figure 3). Homologues proteins involved in biological processes were attributed to metabolic processes, cellular processes, responses to stimulus, biological regulations, and cellular components organisation or biogenesis. Regarding the molecular functions, catalytic activities and binding properties were the most abundant GO categories followed by transporter activities, structural molecular activities, and electron carrier activities. With respect to the cellular components, homologues proteins were mostly associated to organelles, membranes and macromolecule complexes. 

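Contigs annotated as 40S or 60S ribosomal proteins mostly had higher shares in the bud library. Of 42 such contigs, 33 were higher in bud, 4 were higher in wt and 5 were not differentially expressed (38 and 4 when adjusted over the list alone). Together these contigs, all from Additional file 2, took 3.58% of the reads of the bud library and 1.59% of those of the wt library, a ratio of 2.26. Ribosomal protein contigs outside that list had no annotation here, so these are not the shares of all ribosomal proteins. The most abundant of them, 60S ribosomal protein L38 (contig04431), had 556 reads in bud and 187 in wt, a ratio of 2.42 (95% interval 2.04 to 2.87). 40S ribosomal protein S15 (contig01420) had 250 and 37 reads, a ratio of 5.49 (3.88 to 7.98), S26 (contig05333) was 3.98 times and 60S ribosomal protein L6 (contig00966) 2.72 times higher in bud. Ribosomal proteins made up 33.7% of the annotated contigs higher in bud and 5.195% of those higher in wt. The study chose these contigs on the same libraries, so their direction and the size of their ratios are not independent evidence. Taken as Additional file 2 heads the libraries, the directions exchange, with 4 contigs higher in bud and 33 higher in wt. With the reads in contigs of Table 1 as library totals, 15 contigs were higher in bud and 4 in wt. With an assumed coefficient of variation between plants of 0.2, 6 contigs were called higher in bud and 4 in wt, and with 0.4 none in either library.

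**Figure D2:**
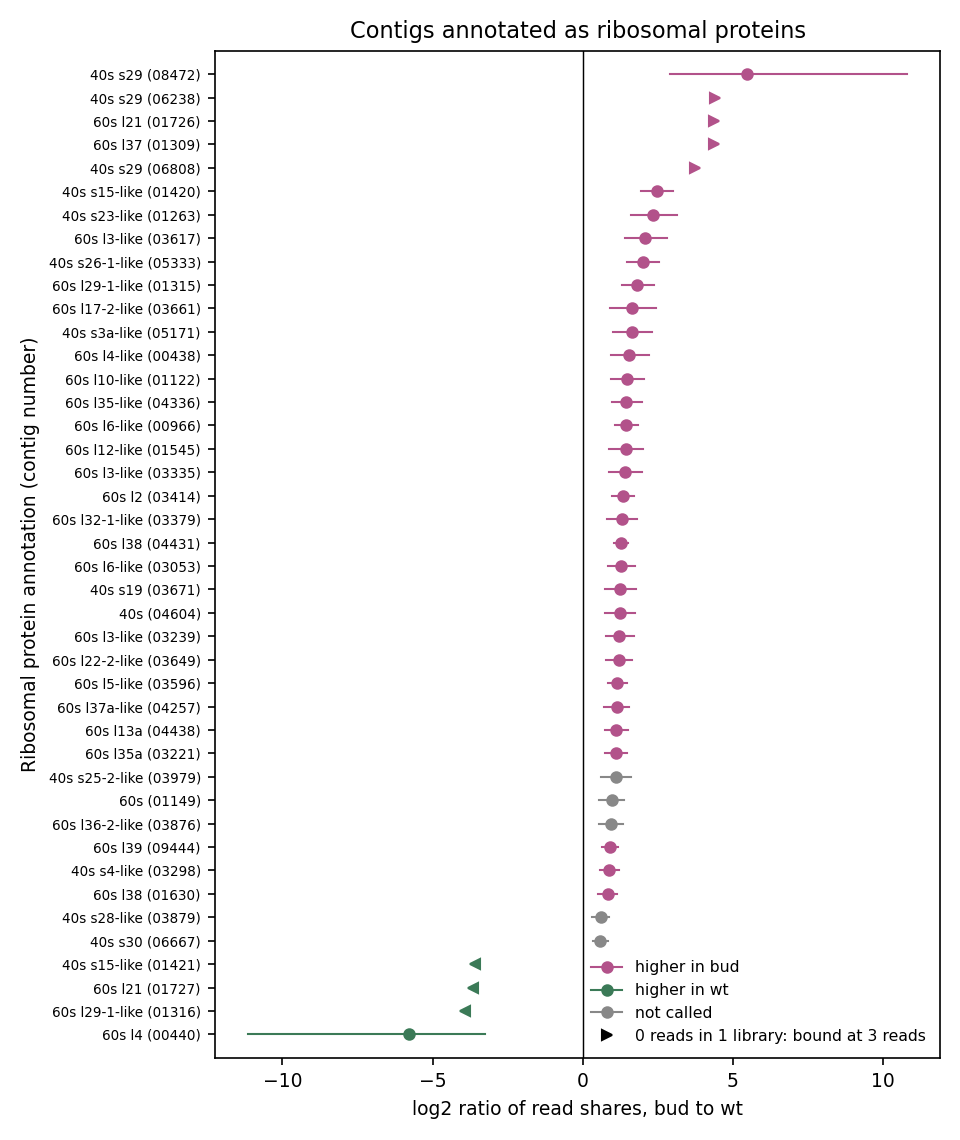
Log2 ratio of read shares, bud to wt, of the 42 contigs annotated as ribosomal proteins, with exact 95% intervals; triangles stand for contigs with 0 reads in 1 library, drawn at the bound that 3 reads give. The 33 contigs higher in bud lie to the right of 0 and the 4 higher in wt to the left.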

For more detailed analysis, a GO enrichment analysis by Fischer’s exact test was performed and revealed for differentially expressed genes in the wt data set an overrepresentation of the GO terms translation, ribosomal subunit, ribonucleoprotein complex, ribosome cytosolic part, cytosolic ribosome, cytosol, structural constituent of ribosome, structural molecule activity, cellular biosynthetic process, and cellular protein metabolic process (Figure 4).

**Figure 3:**
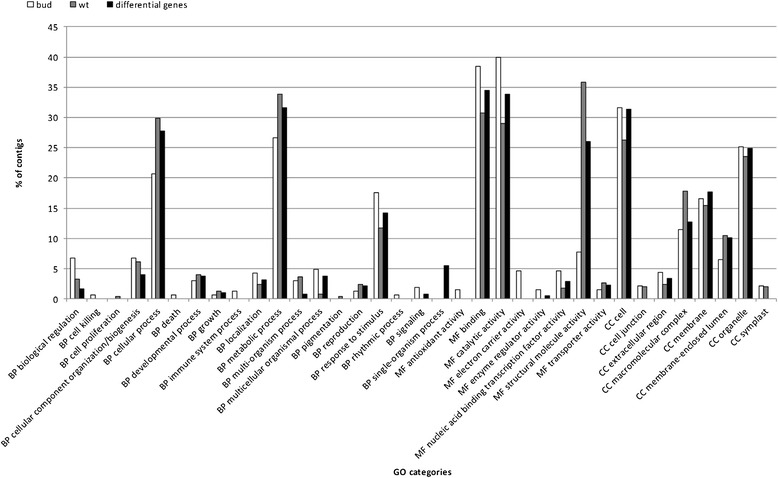
**Functional annotations based on GO categories of contigs from wt library, bud library assembly, and contigs differently expressed in** ***C. vulgaris*** **bud bloomer and wild type flowers.** BP – biological process, MF – molecular function, CC – cellular component.

**Figure 4:**
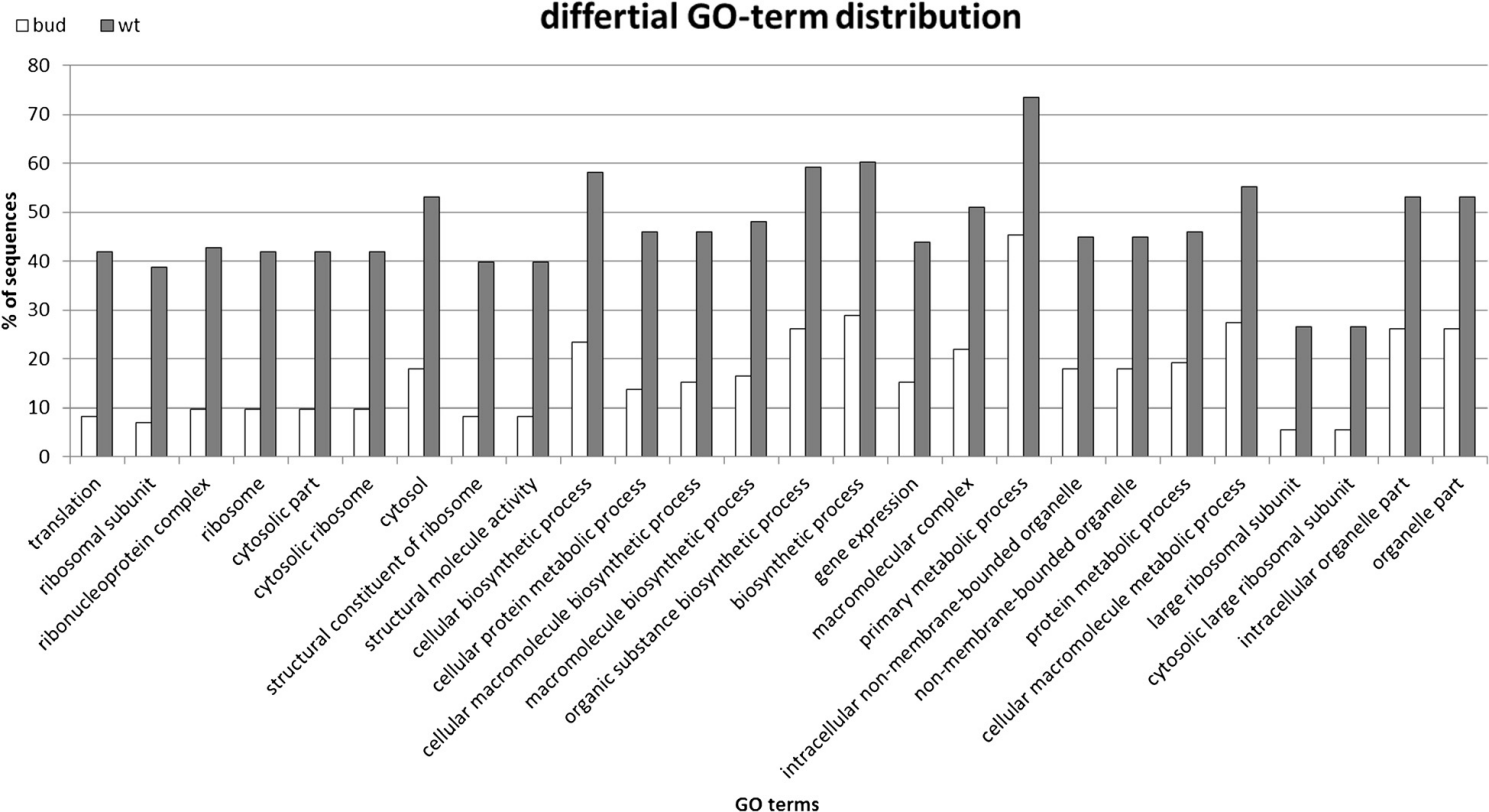
**Differential GO term distribution among differentially expressed genes.** GO term enrichment analysis by Fischer’s exact text.

### Functional classification of differentially expressed genes

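Among the contigs without annotation, contig00095 had 1143 reads in the bud library (59.1 per 10000) and 0 in the wt library, at least 310-fold higher in bud. Contig01012 had 188 reads in bud and 0 in wt, at least 50.9-fold higher at the floor and at least 41.0-fold by the exact interval. Its neighbour contig01013, named here after its values were seen, had 0 reads in bud and 101 in wt, and the pair together 188 and 101. Among contigs higher in wt, contig00092 had 181 reads per 10000 in wt and 28.9 in bud, a ratio of 6.26 (95% interval 5.72 to 6.87). For contig00093 these were 180.4 and 30.3, a ratio of 5.94 (5.44 to 6.51). Of the 344 differentially expressed contigs, 169 (49.1%) were not among the annotated contigs of Additional file 2. These were 70 contigs higher in bud and 99 higher in wt.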

171 differentially expressed genes (46.8%) did not match homologues proteins in the data base. 

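The annotated contigs were grouped by keywords in their annotation, and the groups went in different directions. Of 9 contigs grouped as water deficit and cold response, 8 were higher in the wt library and 1 in the bud library (8 and 1 also when adjusted over the list alone). The keywords also took in contigs annotated only as wound-responsive (contig00062) or stress responsive (contig00615 and contig00617). Of these, contig00615 was higher in bud, and contig00062 and contig00617 were higher in wt. A LEA14-like desiccation protectant (contig10710) had 53 reads in wt and 3 in bud. Of 6 histone contigs, 4 were higher in wt and 2 in bud (the same numbers when adjusted over the list alone). Among those higher in wt were a histone 2 (contig00032) with 43 reads in wt and 0 in bud and a histone H4-like contig (contig01225) with 139 in wt and 54 in bud. The 2 higher in bud, named after their values were seen, were both annotated as histone H4: contig03840, with 47 reads in bud and 2 in wt, and contig07811. Of 8 contigs of pathogenesis-related and defence proteins, 4 were higher in wt and 3 in bud (5 and 3 when adjusted over the list alone). An osmotin-like protein precursor (contig00322) had 51 reads in wt and 1 in bud, and a defensin (contig05824) 341 and 205. Sugar metabolism had 9 contigs, of which 5 were higher in bud and 2 in wt (6 and 3 when adjusted over the list alone). Sucrose synthase (contig03346) had 180 reads in bud and 71 in wt, fructokinase (contig00356) 104 and 22, and galactinol synthase (contig04545) 3 and 41. Of 12 contigs of cuticle and surface lipids, 5 were higher in bud and 3 in wt (7 and 5 when adjusted over the list alone). Their summed reads went the other way, with 96.2 per 10000 in bud and 191.4 in wt, and the lipid transfer protein contig00090 had the most of them. The win1-like transcription factor (contig04201), named after a regulator of cuticle synthesis, was 3.44 times higher in bud (95% interval 2.46 to 4.915), and a glycerol-3-phosphate acyltransferase 8-like contig (contig03444) had 44 reads in wt and 0 in bud. Flavonoid synthesis was split, with 3 of 6 contigs higher in each library (the same when adjusted over the list alone): a flavonoid 3'-hydroxylase (contig05857) had 63 reads in wt and 18 in bud and an anthocyanidin 3-O-glucosyltransferase 5-like contig (contig10418) 1 and 40. Of 4 photosynthesis contigs, 2 were higher in wt and 1 in bud (2 and 2 when adjusted over the list alone), with photosystem II 5 kDa protein (contig01100) at 61 and 0 reads, a chlorophyll a/b-binding protein (contig00785) at 35 and 0, and the ribulose bisphosphate small subunit (contig00603) at 0 and 51. Another chlorophyll a/b-binding protein (contig03543), named after its values were seen, had 203 reads in wt and 375 in bud and was not called over all contigs. The summed reads of the group were 19.0 per 10000 in wt and 22.0 in bud. Of 4 heat shock proteins and chaperones, 3 were higher in bud and none in wt (3 and 1 when adjusted over the list alone), among them a small heat shock protein (contig02039) with 96 reads in bud and 27 in wt and a peptidyl-prolyl isomerase (contig04872) with 109 and 29. Of 9 transcription factors, 4 were higher in each library (5 in bud and 4 in wt when adjusted over the list alone), with a heat shock factor (contig06385) at 62 reads in bud and 0 in wt and an ethylene insensitive 3-like protein (contig04747) at 19 and 58. The study chose all of these contigs on the same libraries, so the counts over the list alone are not independent evidence. The summed reads of a group leave out contigs that Additional file 2 does not list. Some groups changed sides with the library totals. With the assembled reads of Table 1 as totals, sugar metabolism had 2 contigs higher in bud and 3 in wt, the cuticle group 4 and 5, and the heat shock proteins and chaperones 1 and 1. With reads in contigs of Table 1, the heat shock proteins and chaperones had none higher in bud and 1 in wt. The transcription factors had 2 higher in bud and 4 in wt with edgeR's TMM library sizes. Most of these calls ended when a coefficient of variation of 0.2 between plants was assumed. The water deficit and cold response then had 5 contigs higher in wt and none in bud, the histones 3 and 1, the defence proteins 2 and none, the cuticle group 2 and 1, sugar metabolism 1 and 1 and the transcription factors 1 and 1. Flavonoid synthesis had 1 higher in bud and none in wt, or 2 and none with the sums of the counts as library sizes in place of TMM sizes, and no heat shock protein or chaperone was called. Photosynthesis still counted 2 contigs higher in wt and 1 in bud. Among the contigs that lost their calls were contig03346, contig00356, contig02039, contig04872, contig05824, contig01225, contig04201, contig05857 and contig04747, and with TMM sizes only also contig10418.

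**Figure D3:**
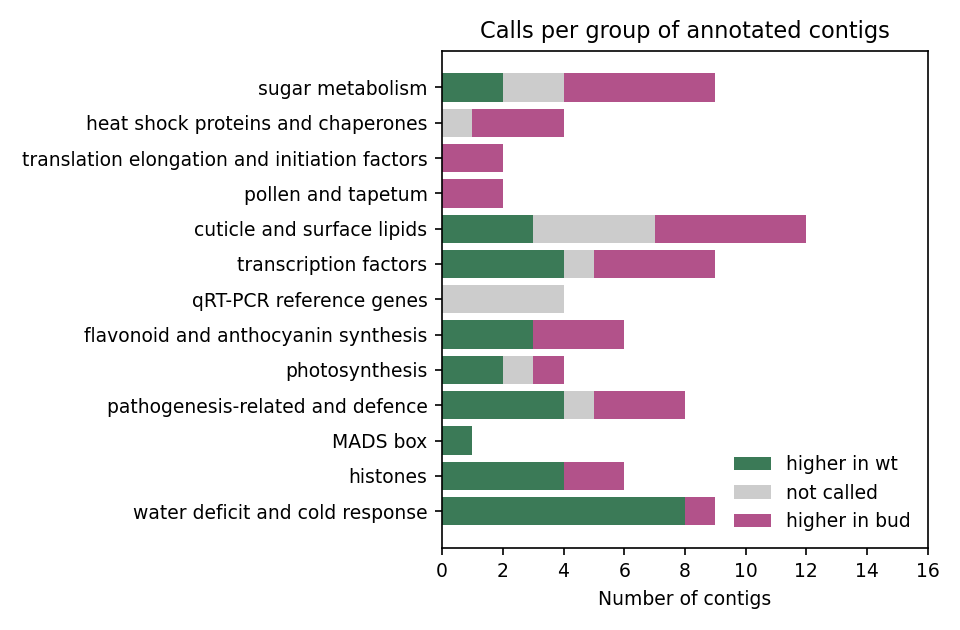
Number of contigs per group of annotations that were higher in the wt library, not differentially expressed, or higher in the bud library. Of the 9 contigs grouped by keyword as water deficit and cold response, 8 were higher in wt.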

Differentially expressed genes that could be annotated were checked for functional classification in biological processes to identify reasonable candidates for the bud flowering phenotype. GO enrichment analysis pointed out to overrepresentation of GO terms related to ribosome function in wt. In addition, the data sets of differentially expressed genes in the GO categories “flower development”, “floral whorls development” and “sequence specific DNA binding transcription factor activity” were carefully checked for probable candidate genes (Additional file 3). 

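Of 28 contigs of 60S proteins, 23 were higher in the bud library and 3 in the wt library (25 and 3 when adjusted over the list alone), and of 14 contigs of 40S proteins, 10 were higher in bud and 1 in wt (13 and 1 when adjusted over the list alone). Among random lists of differentially expressed annotated contigs with similar read numbers, the median log2 ratio of the ribosomal proteins lay at the 93rd percentile, as a description of these libraries. Both contigs of elongation factors were higher in bud as well, also when adjusted over the list alone: elongation factor 1-beta (contig01367) had 46 reads in bud and 2 in wt, and a gamma subunit of elongation factor 1 (contig01594) had 37 and 1. Of the 4 ribosomal contigs higher in wt, chosen for mention after their values were seen, 3 carry the same annotation as the contig with the number before them, which was higher in bud. These are contig01316 (L29, 0 reads in bud and 37 in wt), contig01421 (S15, 0 and 29) and contig01727 (L21, 0 and 31), and the fourth is contig00440 (L4, 1 and 45). With the reads of contigs of the same annotation added, 25 ribosomal annotations were higher in bud and 1 was higher in wt. With the reads in contigs of Table 1 as library totals, 9 of the 60S contigs were higher in bud and 3 in wt. With an assumed coefficient of variation of 0.2 between plants, the 60S contigs turned to 2 higher in bud and 3 in wt, the 40S contigs were 4 and 1, and neither elongation factor was called.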

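Of the 5 contigs assigned to flower or floral whorl development, 3 were higher in the bud library, 1 was higher in the wt library and 1 did not pass the test. A 26S proteasome regulatory subunit (contig01855), part of the complex that degrades ubiquitinated proteins, had 41 reads in bud and 1 in wt, a ratio of 33.3 with a counting interval of 5.66 to 1348 (adjusted p = 6.65e-06 from the exact Audic-Claverie test). The 3-ketoacyl-synthase 6 (contig01282), which elongates fatty acids for cuticular wax, had 182 reads in bud and 64 in wt, a ratio of 2.31 (95% interval 1.73 to 3.12). The neighbouring contig01283, a 3-ketoacyl-synthase named here after its values were seen, had 3 reads in bud and 34 in wt. The DnaJ protein (contig04035), a co-chaperone of HSP70, had 73 and 17 reads, a ratio of 3.49 (2.04 to 6.31, adjusted p = 0.00342 from the same exact test). The basic blue protein (contig04375) had 28 reads in bud and 84 in wt and was 3.69 times higher in wt (2.38 to 5.88, adjusted p = 2.01e-06 from the same exact test). Glycerol-3-phosphate acyltransferase 6 (contig00523), an enzyme of cutin synthesis, had 130 reads in bud and 49 in wt, a ratio of 2.16 (1.54 to 3.06), with an adjusted p of 0.0204 from the same exact test. It passed with the single Audic-Claverie probability, which the authors' deposited p-values equal, in place of the two-sided tail. With library totals from the reads in contigs of Table 1, the adjusted p of contig04035 was 0.406 and that of contig01282 was 0.120, and with an assumed coefficient of variation of 0.2 between plants the calls of all 4 contigs ended with edgeR's TMM library sizes. With the sums of the counts as library sizes, chosen after the data were seen, contig01855 passed with an adjusted p of 0.00569 from edgeR's exact test.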

The following annotated contigs were assigned to flower or floral whorl development: *DNAj, glycerol-3-phosphate acyltransferase, 26S proteasome non ATPase regulatory subunit rpu 12a, basic blue protein, 3-ketoacyl-synthase 6*. None of these was considered as potential candidate gene for the bud flowering phenotype. In addition, the BLAST and mapping results of four differentially expressed transcription factors were monitored. 

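The 2 factors went in opposite directions. The GAGA-binding transcriptional activator (contig03248) had 68 reads in the wt library (4.32 per 10000) and 27 in the bud library (1.40 per 10000), 3.10 times more in wt (95% interval 1.96 to 5.04, adjusted p = 0.002865 from the exact Audic-Claverie test). The ethylene-responsive transcription factor RAP2-3 (contig04910) had 113 reads in bud (5.84 per 10000) and 38 in wt (2.42 per 10000), a ratio of 2.42 (1.66 to 3.59, adjusted p = 0.00795 from the same exact test). The call of contig04910 lay close to the threshold: its adjusted p was 0.0109 when the test was conditional on the wt library, 0.0129 with DESeq2 size factors, 0.0172 with edgeR's TMM library sizes, 0.0210 with totals without the 10 contigs with most reads and 0.149 with the assembled reads of Table 1. Both calls ended when a coefficient of variation of 0.2 between plants was assumed.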

Two putative transcription factors, a GAGA binding transcriptional activator and an ethylene responsive transcription factor RAP2-3, are considered to be involved in stress response. 

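Reads of the E2FE-like contig were found mainly in the wild type. The transcript contig08253, annotated as an E2F transcription factor-like E2FE, had 60 reads in the wt library (3.82 per 10000) and 5 in the bud library (0.2585 per 10000). This is 14.8 times more in wt, with a counting interval of 5.99 to 47.1 and an adjusted p of 1.35e-11 from the exact Audic-Claverie test. With an assumed coefficient of variation of 0.2 between plants the adjusted p from edgeR's exact test was 2.76e-04, and with 0.4 it was 1.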

A putative E2FE like transcription factor is involved in cell proliferation. Consequently, these three genes were also excluded as candidate genes. 

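No read of contig07420, annotated as a MADS-domain transcription factor of the PISTILLATA type, was found in the bud library, and 20 reads were found in the wt library (1.27 per 10000). PISTILLATA belongs to the B genes, which specify petals and stamens together with APETALA3. The share of contig07420 was at least 8.20-fold lower in bud at the floor of 3 reads, a log2 ratio of -3.04, and at least 6.07-fold lower by the exact 95% interval of the ratio, with an adjusted p of 0.00257 from the exact Audic-Claverie test. It was the only contig of Additional file 2 whose annotation named a MADS gene, so that its call when adjusted over the list alone follows from the call over all contigs and is not independent evidence. Its read number was low among the contigs higher in wt, which had a median of 55.5 reads over both libraries, and 1437 contigs had more reads in the wt library. Under an assumed coefficient of variation of 0.2 between plants, its adjusted p was 0.151 from edgeR's exact test, and 1 under 0.4. With the libraries taken in the order in which Additional file 2 heads them, the 20 reads would belong to bud. Additional file 3 heads them wt, and the text of the paper also places the 20 reads in the wt library and none in bud. The paper states that none of the 5 contigs of flower development was considered a candidate. It excludes 3 of the 4 transcription factors because of their roles in stress response or cell proliferation, and it names contig07420 as its candidate with its homology to PISTILLATA.

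**Figure D4:**
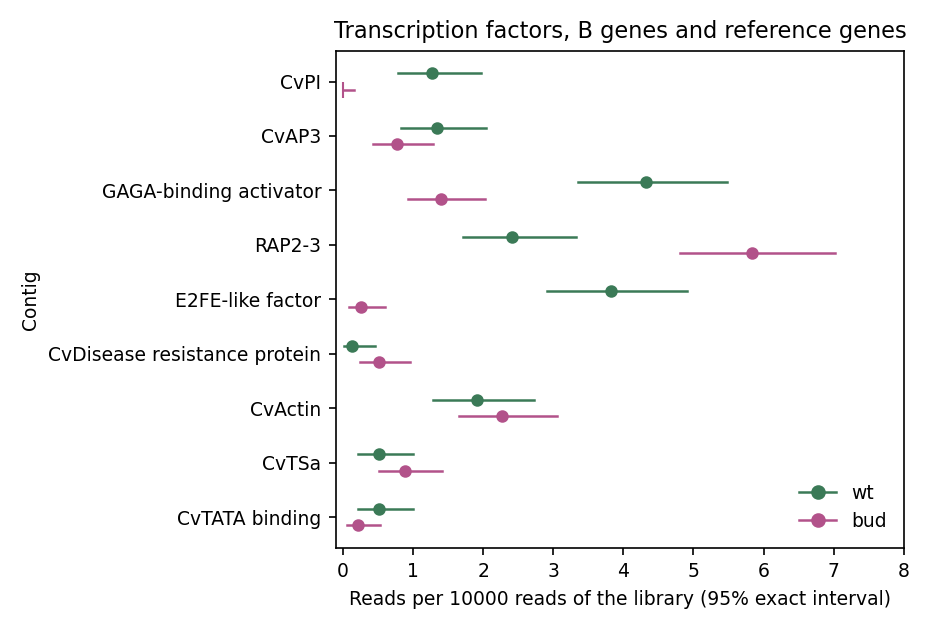
Reads per 10000 reads of the wt and the bud library for the 4 differentially expressed transcription factors of the paper, CvAP3 and 4 reference genes of the qRT PCR, with exact 95% intervals; for CvPI in bud the line ends at the 0.155 per 10000 that 3 reads give. The intervals of CvPI, the GAGA-binding activator, RAP2-3 and the E2FE-like factor do not overlap between the libraries.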

The fourth one, contig07420 which exerts a homology to *PISTILLATA (PI),* belonging to the class B genes*,* of *Actinidia chinensis* (yellow kiwi fruit), was identified as a promising candidate gene and was named *CvPI*.

The genes differentially expressed in the different flower type of *C. vulgaris* were also compared to a list of differentially expressed genes in *Arabidopsis* B gene mutants from microarray studies [30]. 51 of the contigs from *C. vulgaris* could be assigned to counterparts in the *Arabidopsis* data set, at least on protein family level. 

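Additional file 2 marks 50 of its contigs as listed for an Arabidopsis B gene mutant, by gene or by protein family. In the reads, 24 of them were higher in the bud library, 18 were higher in the wt library and 8 did not pass the test. Of the 20 contigs marked for pi-1, 7 were higher in bud and 8 in wt. For ap3-1, 10 of 16 marked contigs were higher in bud and 2 in wt, and for ap3-3, 9 of 15 were higher in bud and 6 in wt. A further 10 contigs were marked for all mutants, with 4 higher in bud and 5 in wt. The marks are those of the study; the Arabidopsis data themselves were not analysed here.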

Most matches (20) were obtained with the *pi-1* mutant. 16 matches were found with *ap3-1* mutant and 15 with the *ap3-3* mutant. 45 *C. vulgaris* contigs showed a similar expression pattern as the corresponding genes in *Arabidopsis* in at least at one of three time points monitored in the *Arabidopsis* study (Additional file 2).

### Evaluation of candidate gene by real-time PCR (qRT PCR)

For subsequent validation of *CvPI* function in *C. vulgaris* flower organ formation, a quantitative PCR analysis was performed in wild type and three bud blooming genotypes. Although transcriptome data gave no hint on differential expression in the bud and wt libraries for the second identified B gene from *C. vulgaris*, *CvAP3* [3] was also included in the study, as Borchert et al. 2009 [3] found deviating expressions patterns of *CvAP3* in floral tissues of diplocalyx *C. vulgaris* bud bloomers and wild type cultivars. 

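Reads of CvAP3 (contig09453), the APETALA3-type B gene, were found in both libraries. It had 15 reads in the bud library (0.775 per 10000) and 21 in the wt library (1.34 per 10000), a bud to wt ratio of 0.581 with a 95% interval of 0.278 to 1.18. The adjusted p was 1 from the exact Audic-Claverie test, and the log2 ratio of -0.78 lay between -0.81 and -1.10 with the other library totals tried. The interval reaches to a difference of 3.59-fold in favour of wt, which is not a detection limit of the test. Among simulated contigs under 100 reads, the test called 8 of 64 at a 4-fold and 18 of 60 at an 8-fold difference. Differences larger than 3.59-fold could thus also be missed at this depth.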

Five reference genes were chosen from the library. The reference genes with most stable expression in flower tissue were: *CvTATA binding, Cv18S rRNA*, *CvActin*, *CvTSa*, and *Cvdisease resistance protein*. 

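None of the 4 reference genes with a contig number in Table 3 was differentially expressed between the libraries, and all had few reads. CvActin (contig03212) had 44 reads in bud and 30 in wt, a ratio of 1.19 (95% interval 0.733 to 1.96), and its log2 ratio of 0.25 changed sign to -0.06 with the reads in contigs of Table 1 as library totals. CvTSa (contig04235) had 17 and 8 reads, a ratio of 1.73 (0.7065 to 4.62). CvTATA binding (contig05402) had 4 and 8 reads, a ratio of 0.406 (0.0896 to 1.52). CvDisease resistance protein (contig02315) had 10 reads in bud and 2 in wt, a ratio of 4.06 with a counting interval of 0.866 to 38.2. The adjusted p was 1 for each from the exact Audic-Claverie test, none was called when adjusted over the list alone, and apart from CvActin the intervals leave room for differences of several fold.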

To compare flower type specific expression of *CvPI* and *CvAP3* ΔΔCt values were calculated with F1 (wt) as reference and converted to fold change ratios of arbitrary units. Exemplarily for the three different cultivars per flower type, the results of the cultivars ‘Maria’ (bud, pistillate parent) compared to the genotype F1 (wt, offspring) and ‘Boskoop’ (wt, staminate parent) compared to genotype F1 (wt, offspring) are presented (Figures 5 and 6). These genotypes were chosen, because the cDNA libraries for transcriptome sequencing were generated from ‘Maria’ (bud) and F1 (wt). *CvPI* expression in both phenotypes was no accurately detectable in leaves, bracts and sepals, whereas *CvAP3* expression was found in all studied organs. Hence, differential gene expression data of *CvAP3* for all floral whorls are presented in Figure 6, whereas corresponding data of the sepals (whorl I) for *CvPI* in Figure 5 are missing. *CvPI* showed the expression pattern expected from the ABC model with the highest expression level in whorls III and II of wild type flowers, thus confirming the results of the transcriptome analysis, since the expression of *CvPI* was reduced in floral organs of bud bloomer ‘Maria’. Although the expression level of *CvPI* was found to be genotype dependent, a clear organ specific expression pattern was identified in all genotypes. Reliable expression data of *CvPI* were obtained from wt flowers in whorl IV, whorl III, and whorl II organs; in bud bloomers in whorl IV and whorl II. In wt flowers of F1 and ‘Boskoop’ , *CvPI* expression was most abundant in whorl III followed by whorl II and whorl IV. Compared to the expression of *CvPI* in wt flowers in whorl II, its expression in the diplocalyx bud bloomer was reduced by factor 32 (Figure 5). Likewise, in the transcriptome analysis 20 sequences reads of *CvPI* were obtained from the wt library (F1) and none in the bud bloomer’s library (‘Maria’). This reduction of *CvPI* expression was not observed comparing F1 and ‘Boskoop’ (Figure 5). In contrast, the expression of *CvAP3* was clearly detectable throughout all floral organs in both flower types (Figure 6). 

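At its share in the wt library, which had a 95% exact interval of 0.777 to 1.96 per 10000, contig07420 would have given 24.6 reads in the larger bud library. The 0 reads there allow a share of up to 0.155 per 10000. Both libraries were made from whole flowers, and the wt flowers included stamens, so the reads do not tell the floral whorls apart.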

Fold-change ratios comparing expression of *CvAP3* in the different flower types were generally smaller than the corresponding values for *CvPI*. As expression of *CvAP3* on whole flower level did not clearly differ between the flower types, no differential expression was detected in the transcriptome approach. In the organ-specific qRT PCR analysis, the bud bloomer showed a lack of *CvAP3* expression in whorl II compared to the wt F1, so both, *CvAP3* and *CvPI* expression are reduced in whorl II of bud bloomers. The comparison of the male parent ‘Boskoop’ and its offspring F1 indicates a lower abundance of *CvAP3* expression in organs of whorl I-III but a higher expression in whorl IV. In ‘Maria’, the bud blooming parent of F1, *CvAP3* expression compared to its wt offspring was higher in whorl I and IV but reduced in whorl II and not detected in whorl III, since the organs are absent. The overall highest fold-change ratio for differential expression of *CvAP3* was factor 3, detected in stamens of different wild type genotypes, indicating that the detected fold-change ratios of *CvAP3* cannot be clearly attributed to differences of the flower types or genotypic differences independent of the flower type. Expression of *CvAP3* in whorl I seems to be common for *C. vulgaris*, since wild type and bud bloomer exhibit *CvAP3* transcript levels in a comparable abundance in whorl I (sepals). The reduction of *CvAP3* expression in whorl II of bud bloomers confirms earlier findings demonstrating that bud bloomer organs in whorl I and II are sepals [3] instead of sepals and petals in the wild type. In both flower types, expression of *CvAP3* is deviating from the classical ABC model showing ectopic B gene expression in whorl I.

**Figure 5:**
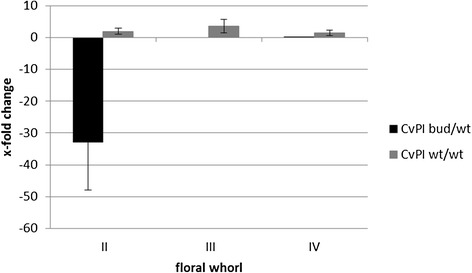
**Expression pattern of** ***CvPI*** **.** Normalised gene expression (five reference genes) in the bud blooming phenotype and the wild type shown as fold change (2^-ΔΔCt^) of arbitrary units compared the reference tissue of F1 (wt).

**Figure 6:**
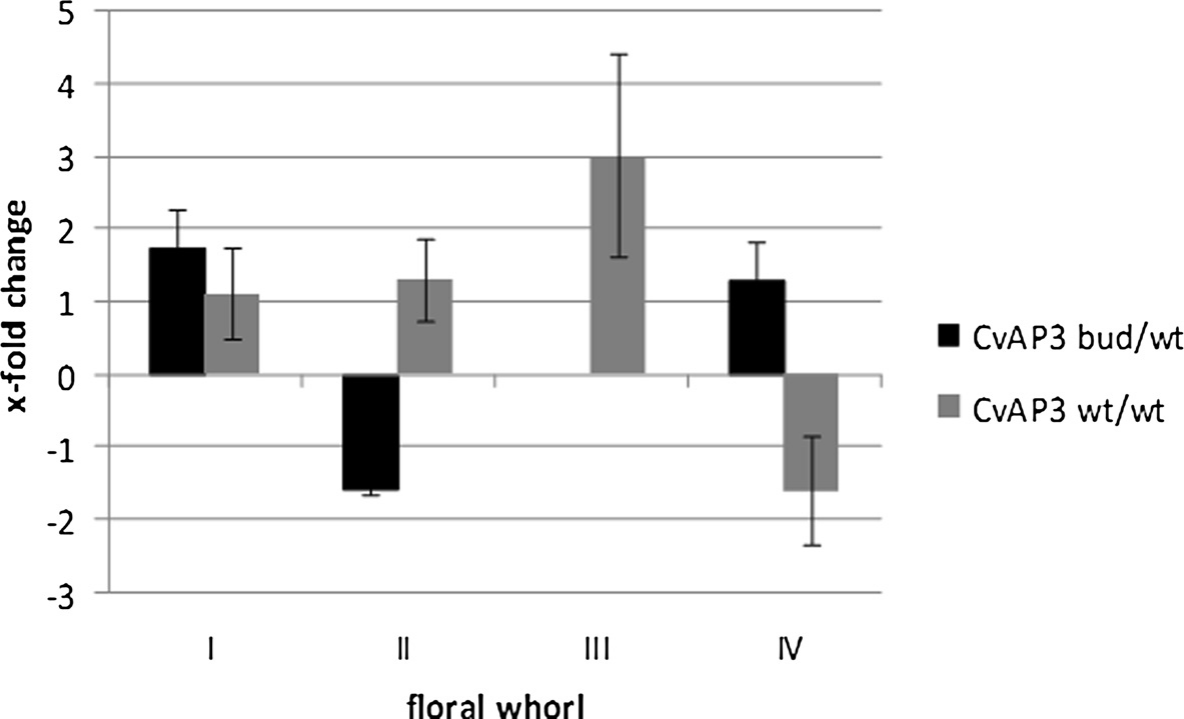
**Expression pattern of** ***CvAP3.*** Normalised gene expression (five reference genes) in the bud blooming phenotype and the wild type shown as fold change (2^-ΔΔCt^) of arbitrary units compared the reference tissue of F1 (wt).

## Discussion

In *C. vulgaris* bud bloomers of the diplocalyx type male flower organs are missing (Figure 1B), petals are converted into a second whorl of sepals and the flower remains closed. This flower type is a highly desired trait in ornamental plant breeding, since the bud bloomers’ flowers have an extended flowering period. The aims of this study were to characterise the gene expression profile of *C. vulgaris* diplocalyx bud bloomers by a broad transcriptome study and deduce candidate genes causing the diplocalyx bud flowering phenotype by the comparison with wt flowers.

Unopened flowers which later drop and form no siliques have been described in Arabidopsis *LSU4* mutants [31]. In addition, flowers of *pi-1* mutants as well as transgenic *Arabidopsis* plants ectopically expressing *LMADS8* or *LMADS9* flowers were termed as unopened [32]. The morphology of these mutants points to a crosslink of floral organ morphology and flower opening [26,33]. This circumstance is a good explanation for the bud bloomers’ phenotype in *C. vulgaris*. Since stamen development was not detectable in the diplocalyx type [3] or stamens have carpel-like character in the polystyla type and petals are replaced by sepals, organs responsible for flower opening are missing in these flower types. The identity of the affected organs points to a modified expression of a B gene in the bud flowering phenotype, since stamens and petals are the mutated organs. The apparent absence of third whorl organs may reflect their complete incorporation into the fourth whorl gynoecium [34]. Upstream regulators of B gene expression as *UFO*, *LEAFY* or *AP1* are unlikely to be affected in the *C. vulgaris* bud bloomer mutants, because dysfunctions in these genes would cause severe flower malformations: *UFO* mutants in *Arabidopsis* display filamentous structures instead of flowers [35]. *LEAFY* mutants produce leafs and associated lateral shoots instead of early flowers, later developing flowers are substituted by structures with flower and leaf traits [36,37]. In *AP1* mutants of *Arabidopsis*, sepals are replaced by bracts, petals are missing and additional flowers arise in the axils of the first whorl organs [38,39].

However, in model plants, typical B gene loss of function mutants display a second whorl of sepals instead of petals and the formation of carpeloid stamens. In *Arabidopsis*, the B genes *APETALA3* (*AP3*) and *PISTILLATA* (*PI*) are responsible for the control of organ identity in whorl II (petals) and III (stamens) [10]. Since *AP3* and *PI* function as a heterodimer in *Arabidopsis*, mutations of either *AP3* or *PI* cause identical phenotypes with altered organ identity in whorl II and whorl III [10]. The function of the B class genes *AP3* and *PI* seems to be highly conserved during evolution of flowering plants. Because *C. vulgaris* bud bloomers phenotype shows conflicting characters compared to a classical B gene mutant - on the one hand petaliod sepals, on the other hand loss of stamens and petals - a broad RNA sequencing approach was chosen to find genes differentially expressed in wt and the diplocalyx bud flowering phenotypes of *C. vulgaris*. These data have been compared to the data set of Wuest et al. 2012 [30] to elucidate parallels and differences with *Arabidopsis* B gene mutants.

High throughput 454 sequencing was found to be an effective method to characterise the transcriptomes of different flower types of *C. vulgaris*. Next generation sequencing is the state of the art approach for broad gene expression analysis relative to methods such as microarrays and subtractive cDNA libraries [40-42]. The 454 sequencing technology is an effective tool for tissue specific functional genomics in non-sequenced plants species, because it is capable to capture also rarely expressed transcripts as transcription factors [43-49] and delivers massive numbers of additional transcript sequences which were useful in the presented study for qRT PCR normalizer choice. In addition, the obtained data bases of *C. vulgaris* floral transcriptomes are valuable resources for further research on flower related traits in this ornamental crop.

From the set of 365 differentially expressed genes, *CvPI* was considered to be the most plausible candidate responsible for causing the diplocalyx flower mutant. Moreover, a significantly reduced expression level of *CvPI* in diplocalyx bud bloomers has been confirmed by qRT-PCR. Nevertheless, the lack of *CvPI* expression in *C. vulgaris* bud bloomers is not causing the typical phenotype of a B gene mutant as anticipated from *Arabidopsis*, since in diploxcalys flower mutants, stamens are completely missing. A similar phenotype has been found in a peloric mutant of *Phalaenopsis equestris* in which the development of stamens and staminodes was completely eliminated [50] and the expression of the B gene *PeMADS5* was not detectable in the floral tissue.

In *C. vulgaris,* the expression of *CvPI* was found to be high in petals and stamens of the wild type as expected from the ABC model. In contrast, *CvAP3* expression was prominent in whorl I-III of wt and diplocalyx bud blooming flowers. In opposite to *CvAP3*, hardly any *CvPI* transcript was detectable in the floral tissues of the bud flowering plants by qRT PCR. According to the classical ABC model and its modifications, the expression of the *AP3*-like gene is restricted to whorls II and III [7]. *CvAP3* expression in whorl I is considered to cause the petaloid character of *C. vulgaris* sepals in both studied flower types. This finding is supported by earlier expression analysis in *C. vulgaris* [3] and data from multiple species, including important floriculture crops as *Tulipa gesneriana* (garden tulip) [51], *Lilium longiflorum* (Easter lily) [52], and *Agapanthus praecox* (common agapanthus) [53]. Since *CvPI* expression is absent from floral tissue of diplocalyx bud bloomers, it is assumed that petal and stamen development in *C. vulgaris* depends on the binding of *CvPI* in a regulatory complex of MADS box genes containing *CvAP3* and the absence of *CvPI* is causing to the development of a second whorl of petaloid sepals and the absence of stamens*.* Due to the petaloid character of this extra whorl of sepals and the expression level of *CvAP3* in whorls II and III, it is concluded that only the lack of *CvPI* expression is causing the altered flower architecture and not a combined dysfunction of *CvPI* and *CvAP3*. In addition, the finding of *CvAP3* transcripts in carpels of *diplocalyx* bud bloomers without stamen character also points to the hypothesis of an exclusive dysfunction of *CvPI* being responsible for the loss of stamens.

To elucidate the consequences of putative *CvPI* dysfunction in *C. vulgaris* the list of differentially expressed genes in young flowers of *C. vulgaris* comparing the diplocalyx bud bloomer and wild type flowers was compared to published data from *Arabidopsis* B gene mutants [30]. In this study 2100 genes were identified to be differentially regulated in B gene mutants. In *Arabidopsis pi1-1* mutants, GO terms like petal development, stamen development, floral organ formation, floral organ morphogenesis, and regulation transcription were found to be significantly enriched. In contrast, these GO terms were not enriched in the *C. vulgaris* data set. The major difficulty in functional analysis of differentially expressed genes in *C. vulgaris* bud bloomers proved to be the low informative value of GO term enrichment analysis. The annotation of *C. vulgaris* sequences did not identify single genes but gene families or only protein motives, making obtained GO terms rather unspecific. This is attributed to the low sequence identity between *C. vulgaris* and model plants and to the incomplete annotation of sequence data from closer relatives. Therefore, for more detailed results using GO analysis of the present 454 read data, more detailed sequence information of *C. vulgaris* or close relatives is needed.

Further studies on the bud bloomers phenotype in *C. vulgaris* are planned including comparison of B gene expression in the diplocalyx and polystyla type and the localisation of transcripts with an in situ hybridisation approach to unveil *CvPI* and *CvAP3* expression pattern during floral development. Protein and DNA binding studies with *CvPI* and *CvAP3* protein from bud bloomer and wild type genotypes are necessary to clarify the composition and function of homeotic floral MADS box protein complexes *in C. vulgaris* flower development. Of special interest in *C. vulgaris* is the investigation of the crosslink of B gene expression and the genetic regulation of carpel development reported from *Arabidopsis* [30], since several cultivars with bud flowering phenotype suffer from carpel malformation [54]. Moreover, mapping of *CvPI* expression in an existing mapping population [55] is planned to check the cosegregation with the trait flower type.

## Conclusions

The B genes *CvPI* und *CvAP3* have been found to play crucial roles in the development to the diplocalyx bud bloomer mutants of *C. vulgaris*, which are of major economic significance in this important landscaping plant. Ectopic expression of *CvAP3* in sepals seems to be responsible for their petaloid character. A drastically reduced expression of *CvPI* in flowers of diplocalyx bud bloomer mutants points to a central role of this transcription factor in the formation of this flower type. Further research is necessary to figure out the differences in B gene expression between polystyla and diplocalyx bud bloomers in *C. vulgaris*.

## Methods

### Plant material

Plants of bud flowering varieties (‘Maria’ , ‘Anett’ , ‘Marlis’ , ‘Ginkel’s Glorie’) and genotypes with wild type flowers (‘Boskoop’ , ‘Hammonidii’ , F1, Niederohe) were kept in the IGZ greenhouse in winter and under field conditions in frost free periods. ‘Maria’ , ‘Anett’ , ‘Marlis’ , ‘Ginkel’s Glorie’ , Boskoop’ , ‘Hammonidii’ are commercially available varieties. The wild type Niederohe was grown from plant material collected in Germany. The genotype F1 originated from the cross ‘Maria’ x ’Boskoop’. Flowers from all genotypes were collected and dissected into bracts, sepals, petals, stamens (if present) and carpels. Floral organs and leaves were conserved in RNAlater (Invitrogen) and stored at −80°C.

### RNA extraction and cDNA synthesis

Total RNA was extracted with the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions with modifications as published in Dhanaraj et al. (2004) [56] including intensively on column washing with 80% EtOH. The complete digestion of genomic DNA was performed using TurboDNase (Ambion) according to the manufacturer’s protocol. RNA was quantified using the Nanodrop spectrometer (Thermo Scientific). First strand cDNA synthesis was carried out using the QuantiTec Reverse Transcription Kit (Qiagen). Resulting cDNA concentrations were determined with a Qubit Fluorimeter (Invitrogen).

### Library construction and 454 sequencing

Construction of two tagged (TCTACT bud/TGTATC wt) 3’-fragment cDNA libraries from *C. vulgaris* flower tissue of the bud bloomer ‘Maria’ and its wild type flowering offspring F1 and subsequent 454 sequencing was performed by vertis Biotechnolgie AG, Freising, Germany. Quality checked and adapter trimmed sequences were obtained in fastq format sorted according to the sequence tag. Obtained fastq files were split into fasta and qual files with MIRA 3.0.5 [57] by the convert_project command. For expression analysis, sequences from plastids, endophytes, mitochondria, and for rRNA, were removed using SeqClean [58].

### Sequence annotation, read number determination and expression analysis

Sequence reads were assembled and mapped using the cDNA option of GS DeNovoAssembler (Newbler) 2.5.3 (Roche). BLAST search (blastx, NCBI nr, 1.0 E-3), mapping and annotation (default options) was performed in blast2go [27]. Three transcriptome data bases were obtained: two tag-sorted specific for one flower type each, and a common one containing both libraries (backbone). For in silico expression analysis, transcript abundances were obtained by mapping the flower type specific reads to the common backbone. Only contigs containing more than two reads were used in transcript profiling. Differentially expressed contigs were identified using the Audic Claverie algorithm [28] (p = 0.01, Bonferroni correction) with the web tool IDEG6 [29].

### qRT PCR analysis

Ten putative reference genes were chosen from the transcriptome data base (Table 3). Only genes annotated as known housekeeping genes and present as only one single contig in the data base were considered. Ct values for these genes were determined for all tissues. These data were transformed to relative quantities using the 2^-ΔCt^ formula. Stability of reference genes and optimal number of reference genes was evaluated using geNormPlus (embedded in qbasePlus, biogazelle) [59]. For subsequent analysis of gene expression patterns, five reference genes were recommended: *CvTATA binding protein*, *CvActin*, *Cv18S rRNA*, *TSa synthase*, and *CvDisease resistance protein* were identified as most stably expressed reference genes in different organs as leafs and bracts, perianth organs and sexual flower organs. Primers (Table 3) were designed using Primer3 [60] or OligoPerfect (Invitrogen). Prior to expression analysis, primer concentration was optimised, no-template-controls were run and primer efficiencies were determined by standard curves [61,62]. PCR reactions (three biological replicates in duplicates) were performed with 0.5 ng cDNA on a Stratagene MX3000P thermocycler (qPCR MxPro v4.01) using the Absolute qPCR SYBR green ROX mix (ABgene). The experimental data were normalised to the mean value of the reference genes using the 2^-ΔΔCt^ method [61]. *C. vulgaris* genotype F1 (wild type phenotype) was chosen as reference. The calculated relative quantity for each floral whorl is expressed as the ratio (fold change of arbitrary units) to the same tissue from F1 (wt). If the calculated value was <1 the negative reciprocal is given.

**Table 3:** **qRT PCR primers designed for amplification of products from 80-120 bp**

**Target sequence**	**Primer sequence**	**Product size in bp**
*CvDisease resistance protein* [contig02315]	Forward: GAAGTACAACGGAAGCACGA	106
	Reverse: CCTCTAGCAAACCGGAAAAG	
*CvTATA binding* [contig05402]	Forward: AACATCGTTGGTTCCTGTGA	101
	Reverse: CCAGGAAATAGTTCGGGTTC	
*CvTSa* [contig04235]	Forward: GTGCTCTTGGTTGGTTGTGA	89
	Reverse: ACAGGCATGGTCGTCTTTTC	
*Cv18S rRNA*, [GenBank: AF419791]	Forward: AGGGTTGAGGCAGAGAGAGA	117
	Reverse: AGAACCCCACAGAACCTCAG	
*CvActin* [contig03212]	Forward: GCATCACTAAGCACCTTCCA	111
	Reverse: CCCTCATCACGCAATTTAGA	
*CvAP3* [contig09453]	Forward: ACATCAGTCCCCCTTCTACG	88
	Reverse: CATAGTGCGAGCTCCAAAGA	
*CvPI* [contig07420]	Forward: CCCAATTTGCAGGATAGGTT	93
	Reverse: TCCCCATTACAGTTCCAACA	

## Availability of supporting data

The raw sequence reads and the result table from the in silico expression analysis have been deposited at NCBI Gene Expression Omnibus (GEO) database under the accession GSE60105. The transcriptome shotgun assembly projects have been deposited at NCBI GenBank under the GenBank accessions GBSW00000000 (backbone) and GBRS00000000 (flower type specific). The versions described in this paper are the first versions, GBSW01000000 and GBRS01000000.

## Additional files

Additional file 1:
**List of species giving BLAST Top-Hits with number of BLAST hits per assembly.**
Additional file 2:
**List of all differentially expressed contigs, coloured marked when listed in Wuest et al. 2012 [** 30 **], green - same expression pattern, orange – different expression pattern.**
Additional file 3:
**Subset of potential candidate genes with GO terms and transcript abundances.**

# Supplementary material for: “The usual suspects”- analysis of transcriptome sequences reveals deviating B gene activity in C. vulgaris bud bloomers
**Source:** BMC Plant Biol. 2015 Jan 21;15:8. doi: 10.1186/s12870-014-0407-z
**Supplement:** Additional file 1: — List of species giving BLAST Top-Hits with number of BLAST hits per assembly.

| Species | backbone | wt | bud |
| --- | --- | --- | --- |
| *Vitis vinifera* | 2083 | 1095 | 1295 |
| *Populus trichocarpa* | 850 | 438 | 536 |
| *Solanum lycopersicum* | 759 | 398 | 491 |
| *Prunus persica* | 652 | 376 | 418 |
| *Ricinus communis* | 711 | 348 | 405 |
| *Glycine max* | 416 | 244 | 286 |
| *Fragaria vesca* | 356 | 214 | 242 |
| *Cucumis sativus* | 307 | 183 | 223 |
| *Medicago truncatula* | 231 | 124 | 148 |
| *Lotus japonicus* | 138 | 97 | 97 |
| *Arabidopsis thaliana* | 103 | 79 | 74 |
| *Camellia sinensis* | 78 | 67 | 63 |
| *Zea mays* | 75 | 42 | 57 |
| *Oryza sativa* | 67 | 40 | 43 |
| *Nicotiana tabacum* | 48 | 40 | 37 |
| *Solanum tuberosum* | 41 | 33 | 35 |
| *Arabidopsis lyrata* | 49 | 30 | 27 |
| *Gossypium hirsutum* | 27 | 21 | 19 |
| *Picea sitchensis* | 23 | 19 | 16 |
| *Hevea brasiliensis* | 0 | 15 | 13 |
| *Sorghum bicolor* | 23 | 13 | 13 |
| *Actinidia deliciosa* | 18 | 0 | 0 |
| *Brachypodium distachyon* | 15 | 0 | 0 |
| *Triticum urartu* | 12 | 0 | 0 |
| *unknown* | 0 | 12 | 13 |
| *Dimocarpus longan* | 14 | 12 | 10 |
| *Camellia oleifera* | 12 | 12 | 9 |
| *Jatropha curcas* | 14 | 10 | 9 |
| *Olea europaea* | 14 | 10 | 8 |
| *Actinidia chinensis* | 14 | 9 | 8 |
| *Hordeum vulgare* | 15 | 9 | 8 |
| *Malus x* | 0 | 9 | 8 |
| *others* | 642 | 437 | 467 |

# Supplementary material for: “The usual suspects”- analysis of transcriptome sequences reveals deviating B gene activity in C. vulgaris bud bloomers
**Source:** BMC Plant Biol. 2015 Jan 21;15:8. doi: 10.1186/s12870-014-0407-z
**Supplement:** Additional file 3: — Subset of potential candidate genes with GO terms and transcript abundances.

| Contig | GO term | Annotation | Function | Raw read number bud | Raw read number wt | Normalised read number bud | Normalised read number wt |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 04035 | flower development | DNAj protein | co-chaperon of HSP 70 [63, 64] | 73 | 17 | 3,80 | 1,10 |
| 00523 | flower development | Glycerol-3-Phosphate Acyltransferase 6 | cutin biosynthesis in sepals and petals [65], tapetum development [66] | 130 | 49 | 6,70 | 3,10 |
| 01855 | flower development | 26S proteasom non atpase regulatory subunit rpu 12a protein | proteasome function, cell enlargement, cell proliferation [67] | 41 | 1 | 2,10 | 0,10 |
| 04375 | flower development/ Floral whorl development | Basic blue protein | photosynthesis [68, 69] | 28 | 84 | 1,40 | 5,30 |
| 01282 | flower development/ Floral whorl development | 3-ketoacyl-synthase 6 | long-chain fatty acid condensing, cuticular wax [70], pollen fertility | 182 | 64 | 9,40 | 4,10 |
| 03248 | sequence specific DNA binding transcription factor activity | GAGA binding transcriptional activator | response to ethylene, developmental process, ubiquitously expressed [71] | 27 | 68 | 1,40 | 4,30 |
| 04910 | sequence specific DNA binding transcription factor activity | Ethylene responsive transcription factor *RAP2-3* | ethylene- mediated plant defence responses [72] | 113 | 38 | 5,80 | 2,40 |
| 07420 | sequence specific DNA binding transcription factor activity | MADS box transcription factor *PI* | stamen and petal identity [10] | 0 | 20 | 0,00 | 1,30 |
| 08253 | sequence specific DNA binding transcription factor activity | E2FE like transcription factor | control of cell  proliferation [73],  meiosis pollen | 5 | 60 | 0,30 | 3,80 |

Contig sequences can be found in GenBank under the GenBank accession number GBSW00000000. The raw sequence reads and the result table from the in silico expression analysis have been deposited at NCBI Gene Expression Omnibus (GEO) database under the accession number GSE60105.

63. Walsh P, Bursac D, Law YC, Cyr D, Lithgow T. The J-protein family: modulating protein assembly, disassembly and translocation. EMBO Rep. 2004;5(6):567–71.

64. Liberek K, Lewandowska A, Zietkiewicz S. Chaperones in control of protein disaggregation. EMBO J. 2008;27(2):328–35.

65. Li-Beisson Y, Pollard M, Sauveplane V, Pinot F, Ohlrogge J, Beisson F. Nanoridges that characterize the surface morphology of flowers require the synthesis of cutin polyester. Proc Natl Acad Sci. 2009;106(51):22008–13.

66. Li X-C, Zhu J, Yang J, Zhang G-R, Xing W-F, Zhang S, Yang Z-N: Glycerol-3-Phosphate Acyltransferase 6 (GPAT6) is important for tapetum development in Arabidopsis and plays multiple roles in plant fertility. Molecular Plant 2011;5(1): 131-142

67. Kurepa J, Wang S, Li Y, Zaitlin D, Pierce AJ, Smalle JA. Loss of 26S proteasome function leads to increased cell size and decreased cell number in *Arabidopsis* shoot organs. Plant Physiol. 2009;150(1):178–89.

68. Baker EN. Copper proteins with type I sides. In: King RB, editor. Encyclopedia of Inorganic Chemistry. Chichester, UK: Wiley Intersciences; 1994. p. 883–923.

69. Sykes AG. Active-site properties of the blue copper proteins. In: Sykes AG, editor. *Advances in Inorganic Chemistry.* Volume 36: Xiii 503p. San Diego, California, USA; London, England, UK: Academic; 1991. p. 377–408.

70. Millar AA, Clemens S, Zachgo S, Giblin EM, Taylor DC, Kunst L. *CUT1*, an *Arabidopsis* gene required for cuticular wax biosynthesis and pollen fertility, encodes a very-long-chain fatty acid condensing enzyme. Plant Cell. 1999;11(5):825–38.

71. Monfared MM, Simon MK, Meister RJ, Roig-Villanova I, Kooiker M, Colombo L, et al. Overlapping and antagonistic activities of *BASIC PENTACYSTEINE* genes affect a range of developmental processes in *Arabidopsis*. Plant J. 2011;66(6):1020–31.

72. Li H-Y, Xiao S, Chye M-L. Ethylene- and pathogen-inducible *Arabidopsis* acyl-CoA-binding protein 4 interacts with an ethylene-responsive element binding protein. J Exp Bot. 2008;59(14):3997–4006.

73. Kosugi S, Ohashi Y: E2Ls, E2F-like repressors of Arabidopsis that bind to E2F-sites in a monomeric form. Journal of Biological Chemistry 2002:77(19):16553-8

How the deposited data were processed for this re-analysis (not part of the article)

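Young flowers of the bud bloomer ‘Maria’ and of its wild type flowering descendant F1 were compared by their cDNA reads, with 1 library per flower type and no replicates. The authors filtered plastid, endophyte, mitochondrial and rRNA sequences with SeqClean, assembled all reads with GS DeNovoAssembler (Newbler) 2.5.3 into the backbone and mapped the reads of each library to it. The deposited counts are raw reads per backbone contig and library, as the authors obtained them from this mapping. The deposited signal values are the same reads per 10000 reads of a library, made by the authors with IDEG6 and printed to 1 decimal. They differed by more than 0.06 from the value computed from the counts in 438 contigs and were used only in this check. The deposited p-value, made by the authors with IDEG6, is unadjusted and equals the single Audic-Claverie probability of the wt count given the bud count, within 0.000002 for all 12058 contigs. It was used only as an alternative.

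The totals of 193454 reads for bud and 157245 reads for wt are the sums of the counts. The columns were assigned to the flower types by the read numbers of Additional file 3. The Audic-Claverie probability was summed to a two-sided tail conditional on the bud library, with Bonferroni correction over 11900 contigs and a threshold of 0.01 for the adjusted p. The 158 contigs with at most 2 reads were not tested. Ratios have exact 95% intervals from the binomial distribution, shares have exact Clopper-Pearson intervals, and a count of 0 was set to a floor of 3 reads, against which folds are given as at least that value. These intervals and bounds cover counting error only, because PCR copies of a molecule are not independent and the spread between plants was not measured. The bounds at the floor also leave out the counting error of the other library.

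Annotations came from Additional file 2 by contig number, a link that was checked for the 9 contigs of Additional file 3 and not for the others. The deposited table has none, and the table of RefSeq locus tags supplied with the data has no link to the contig numbers and was not used. Keyword lists, written before the counts were examined, grouped the annotated contigs into ribosomal proteins, their 60S and 40S subunits, translation factors, histones, flavonoid and anthocyanin synthesis, cuticle and surface lipids, photosynthesis, water deficit and cold response, pathogenesis-related and defence proteins, heat shock proteins and chaperones, pollen and tapetum, MADS box genes, transcription factors, sugar metabolism and the reference genes of Table 3. A list for organelle, rRNA and endophyte sequences found 0 contigs. The values printed in Additional file 2 had been seen when the lists were written, and the study had chosen its contigs on these libraries. The median log2 ratio of the called members of a list was set among 10000 random lists of called annotated contigs with similar read numbers, as a description without a p-value. The contigs named in the text are those the paper names, the 10 contigs with the smallest p in each direction among those with an annotation other than protein or uncharacterized, up to 4 called members of each list and 2 contigs without annotation per direction. This rule was written before the counts were examined, but the values in Additional files 2 and 3 had been seen.

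The test was tried on simulated data with the read numbers of the real contigs. Among contigs with at least 100 reads it called 2 of 5 at a 2-fold difference, 3 of 3 at 4-fold and 6 of 6 at 8-fold. Among contigs under 100 reads it called 0 of 62, 8 of 64 and 18 of 60 at these folds, and it called 0 of 11858 unchanged contigs. Alternatives were the single probability, a one-sided tail, the test conditional on the wt library, Fisher's exact test, Benjamini-Hochberg adjustment, library totals from Table 1, edgeR's TMM library sizes, DESeq2 size factors, totals without the 10 contigs with most reads, other read minimums, a minimum of 2-fold, reads summed by annotation, and edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, which also used TMM library sizes. The authors' p-values, the library order of Additional file 2 the summed reads of neighbouring contigs and edgeR's exact test with the sums of the counts as library sizes were added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The qRT PCR and Arabidopsis microarray data were not analysed here.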

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

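All tests of explanations in this part were chosen after the results were seen. A set of contigs stood out because they had high read numbers and the paper does not discuss them. In the wt library these were contig00092 with 2846 reads, contig00093 with 2836 reads, the dehydrin contig00281 with 416 reads and the osmotin-like contig00325 with 306 reads. In the bud library they were contig00095 with 1143 reads, contig01012 with 188 reads and the GDSL esterase lipase contig00151 with 164 reads. Apart from contig00092 and contig00093, these contigs had no read in the other library. Called neighbours in the opposite direction stood beside contig00325 (contig00324, 28 reads in bud and 0 in wt) and contig01012 (contig01013, 0 in bud and 101 in wt).

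Ribosomal proteins were mostly higher in the bud library, while the paper places ribosome terms in wt. For an exchange of the read columns relative to Additional file 3, 9 of its 9 contigs hold their bud and wt reads in the order taken. The columns were assigned by these same contigs, so this is no independent evidence. Reads of a gene split over contigs of the same annotation do not account for the direction, since 25 ribosomal annotations were higher in bud and 1 in wt when reads were summed by annotation. A split onto contigs without annotation was not covered, because their reads could not be added in this way. An exchange of the libraries before Additional file 3 was made stays open: contigs annotated for pollen or tapetum had 448 reads in the bud library and 140 in the wt library, although ‘Maria’ has no stamens (of these, the call of contig03435 ended at an assumed coefficient of variation of 0.2), while CvPI reads were found in the wt library only. The paper's qRT PCR, not analysed here, also found less CvPI in the bud bloomer than in wt flowers, which goes with the order taken. An exchange would turn all contigs together, so this bears on the ribosomal contigs as well. The pollen and tapetum contigs go the other way, so the exchange was not settled. A difference between the genotypes or flower stages was not tested.

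Differentially expressed contigs often had consecutive numbers. There were 68 such neighbouring pairs, 38 in the same and 30 in opposite directions, against a highest value of 39 in 10000 random placements. The placements kept the number of calls per 500 contig numbers but not the read numbers, on which a call depends. The number of pairs thus exceeded these placements only, and the directions were not tested. Leaving out annotations that read only protein or uncharacterized, all 5 neighbouring pairs with the same annotation went in opposite directions. Of pairs with the same annotation, again without these, and numbers apart, 3 went in opposite directions and 11 in the same. A candidate explanation for these 5 pairs is that reads of 1 transcript went to different contigs in the libraries. Alleles of ‘Boskoop’, which F1 carries and ‘Maria’ does not, stay open as a biological source and were not tested, since contig sequences were not used here.

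The number of differentially expressed contigs rests on 1 library per flower type. In simulations without any difference between the flower types, the test called a median of 22.5 contigs at an assumed coefficient of variation of 0.2 and of 164.5 at 0.4, against 344 in the data and 0 with counting error alone. The spread between plants of a flower type was not measured, so that it cannot be told apart from a difference between the flower types for these contigs.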

How the results depend on the processing

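The library order of Additional file 2, the authors' p-values, the summed neighbours and edgeR's exact test with the sums of the counts as library sizes were chosen after the results were seen. Benjamini-Hochberg adjustment gave 451 contigs higher in bud and 437 in wt, with 113 and 204 found in that library only. With reads in contigs of Table 1, 100 contigs were higher in bud, ribosomal contigs 15 and contigs of the other gene lists 19, and CvActin (contig03212) reversed to a log2 ratio of -0.063. Under edgeR's exact test with TMM library sizes at an assumed coefficient of variation of 0.2, 53 contigs were higher in bud and 86 in wt, with 6 ribosomal contigs higher in bud and 7 and 16 contigs of the other lists higher in bud and wt. At 0.4 these were 9 and 21 contigs, 8 and 18 found in that library only, 0 and 0 ribosomal contigs and 1 and 3 of the other lists. CvPI had a log2 ratio of -3.07 at both and was not called; its adjusted p over the alternatives set before the data were examined ran from 8.39e-06 to 1. With reads summed by annotation, 1 ribosomal annotation was higher in wt. With the library order of Additional file 2, the contigs found in bud only and wt only were 87 and 51, the ribosomal contigs 4 and 33, and the log2 ratios of CvPI and CvAP3 were 3.04 and 0.78, which follows from the exchange itself. With the sums of the counts as library sizes, edgeR's exact test gave 57 and 85 contigs at 0.2 and 8 contigs of the other lists higher in bud, the same counts as with TMM sizes at 0.4, and a log2 ratio of -3.04 for CvPI, which was not called at either; of the named contigs, 26 and not 28 lost their calls at 0.2. Most losses thus came without the TMM sizes, and Benjamini-Hochberg is less strict by construction; for the other changes the cause was not tested. The library totals of Table 1 are those of the separate assemblies, not of the mapping to the backbone. They shifted the median log2 ratio by -0.15 (assembled reads) and -0.32 (reads in contigs), the other totals by at most -0.05.

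In the other alternatives set beforehand, contigs higher in bud lay between 128 and 186 and contigs higher in wt between 166 and 203, apart from 246 with reads in contigs of Table 1. Of 65 named contigs, 28 lost their call at 0.2 and 54 at 0.4, 4 and 6 with the totals of Table 1 and 2 with a minimum of 2-fold. RAP2-3 (contig04910) was the contig that lost its call when the test was conditional on the wt library, with TMM, with DESeq2 and without the 10 contigs with most reads. GPAT6 (contig00523) passed the threshold with the single probability and with Benjamini-Hochberg. Under 100 reads, the simulated data gave few calls below 8-fold, so depth limits what can be seen for such contigs. No paired analysis was possible because there was 1 library per flower type.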

Differences from the paper's values

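The library order of Additional file 2, the authors' p-values and edgeR's exact test with the sums of the counts as library sizes were chosen after the values were seen. The thresholds are those of the paper, which does not name the tail of its test. The authors' p-values equal the single probability, which has no tail, for all 12058 contigs, while the calls here used a two-sided tail. For differentially expressed contigs found in the bud library only, the paper's value is 88 and 51 were counted here. Of the alternatives set before the data were examined, Benjamini-Hochberg adjustment (113) lies within 1.5 times the paper's value, and the others, from 8 to 52, do not. Benjamini-Hochberg adjustment calls 888 contigs in all against the paper's 365, so it does not give the paper's set. For those found in the wt library only, the paper's value is 50 and 87 were counted here. Here the assumed coefficient of variation of 0.2 (58) lies within that range, and the others set beforehand do not. That setting calls 139 contigs in all, so it does not give the paper's set either. With the sums of the counts as library sizes, chosen after seeing the values, the count is 58 as well. Of the 365 contigs below the threshold by the authors' p-values, 223 are then dropped. With the libraries in the order of Additional file 2, chosen after seeing the values, the counts are 87 in bud and 51 in wt, and 21 of these 365 contigs are dropped. That order gives 176 contigs higher in bud and 168 in wt, against the paper's 178 and 187. The authors' p-values in the order taken give 178 and 187, with 51 contigs found in bud only and 88 in wt only. The paper's 88 and 50 are thus close to these counts with the flower types exchanged. The exchanged order does not account for both sets of counts, and where an exchange arose was not tested.

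For contigs found in both libraries, the paper's value is 4352, for which its text gives no definition, and 10924 contigs had reads of both libraries. None of the alternatives applies to this count. For CvPI, the read numbers printed in Additional file 2 are the paper's 48 in the column headed wt and 6 in the column headed bud, against 20 and 0 in the deposited counts, which are also those of Additional file 3. In Additional file 2, 2 of 195 contigs carry the read numbers of their own contig, and all 195 pairs of read numbers occur among the contigs called by the authors' p-values. Of these pairs, 144 belong to a single such contig, and they follow each other in ascending order of contig number in all 143 steps, while the contig numbers beside them do not run in a single ascending order. The annotations of the 9 contigs of Additional file 3 name the same protein under the same contig number in Additional file 2. For the other contigs the link of annotation and contig number was not checked.

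The paper places the ribosome terms among genes of the wt data set. Of 42 contigs annotated as ribosomal proteins, 33 were higher in bud and 4 in wt, and 4 and 33 with the library order of Additional file 2, an alternative chosen after the values were seen. The paper lists GPAT6 (contig00523) as differentially expressed. Its adjusted p was 0.0204 here, 0.00411 with the single probability and 5.63e-05 with Benjamini-Hochberg, and it also passed with the authors' p-values. The authors' p-values, chosen as an alternative after seeing the values, give 365 contigs, 178 higher in bud and 187 in wt, the same numbers as the paper's, and drop 0 of them; of these, 51 were found in bud only and 88 in wt only.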

Other observations

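The tests of neighbouring contigs in this part were chosen after the results were seen. The water deficit and cold response had a median log2 ratio of -2.71 over its 9 contigs, at the 3.46th percentile of random lists with similar read numbers. The histones lay at the 9.17th percentile, the defence proteins at the 12.69th, the cuticle and surface lipids at the 36.25th, the transcription factors at the 50.45th, flavonoid synthesis at the 52.55th, sugar metabolism at the 84.66th, the 60S proteins at the 88.05th and the 40S proteins at the 98.81th.

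All called neighbouring contigs of the same annotation, leaving out those that read only protein or uncharacterized, went in opposite directions, so that adding their reads makes the difference smaller whatever its cause. The summed reads of the fructose-bisphosphate aldolase pair were 53 in bud and 22 in wt, of the flavonol synthase pair 61 and 57, and of the L21 pair 77 and 31, each with an adjusted p of 1 from the exact Audic-Claverie test. The L29 pair had 164 and 75 reads (adjusted p = 0.277 from the same exact test), and the S15 pair 250 and 66 reads (adjusted p = 7.47e-15 from the same exact test). Of the 51 contigs called in bud only, 7 were next to a contig higher in wt, and of the 87 called in wt only, 20 were next to a contig higher in bud. Of the 344 called contigs, 188 were among the 1850 contigs numbered up to 2000.

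In the deposited reads per 10000, 214 values of the bud library and 236 of the wt library differed by more than 0.06 from the counts. Of these, 449 equalled the whole part of the value plus 0.1.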
